A study of Mus musculus with 12 samples.

How the data were processed

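Polyadenylated RNA of murine conventional and regulatory T cells of WT and Coro1a KO genotype was sequenced in triplicate with a stranded kit, per the labels and the series design. The deposited table holds raw read counts per Ensembl gene for 12 libraries, mapped with STAR to GRCm38 per the submitters' processing notes, with reverse-stranded counting per the file name. It holds 45706 genes and 4 tallies of reads given to no gene, and reads mapping to several places have a tally of their own. The annotation release is not stated. Symbols were matched for 45143 IDs, which hold at least 99.9% of each library's counts. Genes sharing reads with close copies are uncertain.

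Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and plotted with Python 3.11.15 and matplotlib 3.10.9. All 12 libraries entered 1 fit with a term per group. Genes were kept by filterByExpr (minimum count 10, minimum total 15), scaled with TMM and tested with edgeR's quasi-likelihood F test, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Errors of log2 fold changes are the fold change divided by the root of F. The biological coefficient of variation was 0.155. Libraries held 19686870 to 33404302 gene counts.

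Fixed before the data were examined were the 5 comparisons, the settings to be varied, the rule for named genes, 29 gene lists and 13 lists of other cell markers (cAMP and PKA, CREB-responsive genes, calcium, calcineurin and NFAT, other coronins, actin cytoskeleton, T cell receptor signalling, activation and immediate early genes, stress and heat shock, naive and recirculating T cell genes, effector and memory T cell genes, T cell inhibition and anergy, costimulatory receptors, regulatory T cell core, effector regulatory T cell genes, genes low in regulatory T cells, T helper 1, T helper 2, T helper 17, T follicular helper, interferon response, proliferation, cell death and survival, IL-2 and STAT5 response, chemokine receptors and integrins, glycolysis, oxidative phosphorylation, cholesterol synthesis, amino acid and unfolded protein stress, cytosolic ribosomal proteins, CD8 T cell, gamma delta T cell, NK cell, B cell, plasma cell, macrophage and monocyte, dendritic cell, neutrophil, erythroid, platelet, mast cell and basophil, immature thymocyte, stroma and endothelium). Of these 41 had at least 3 measured members and were tested with camera at a preset correlation of 0.01 on log2 CPM (prior count 2), Benjamini-Hochberg adjusted within a comparison. Coro1a was left out of every list. The choice of the cAMP, CREB, calcium and actin lists drew on knowledge of earlier work on coronin 1. Calls were repeated with an estimated correlation and with fry. The estimated correlation called 0 lists in all 5 comparisons, even the B cell list between cell types in WT (median 10.41). A call lost under it therefore does not tell one list from another. Several lists share members, and T cells also express some markers of other cells.

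The rule names Coro1a, per 2-group comparison the 10 genes with the highest and the 10 with the lowest log2 fold change (1 CPM or more, no overlap between groups), the 10 interaction genes with the smallest p, up to 4 list members with the smallest p, called genes within 5 Mb of Coro1a, and 6 lineage genes. The text prints the first of each part in that order: up to 3 per direction, up to 2 per list, all 10 interaction genes. Lists given gene examples were chosen after their values were seen. Genes with 3 or fewer summed counts in a compared group were passed over in the comparison that names them. Genes near Coro1a are given as counts. Ighm, H2-Ob and Ms4a1 were singled out after their values were seen. Some genes the rule chose are not reported here.

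Alternatives were RLE and upper-quartile factors, DESeq2, limma-voom, no filter, a stricter filter, only the groups compared, the replicate number as a block, each library left out, a threshold of 0.01 and a 1.5-fold minimum. Chosen after seeing the data were a sex term, leaving out 2 libraries with both Xist and Y-linked reads, scaling to 6 T cell genes, a minimum of 10 CPM in WT conventional libraries, upper-quartile factors for named genes, and all settings of named genes for their differences of effects. The procedure was tested on simulated data with 200 changed genes. Of genes changed 2-fold, 53.7% were recovered in the conventional and 71.6% in the regulatory comparison, with 7 and 9 false calls. For the difference of effects 47.8% were recovered, and between cell types 61.2% in WT and 65.7% in KO. At 4-fold the conventional and regulatory shares were in the reverse order, at 87.9% and 80.3%. The real knockout comparisons called 7749 and 1246 genes, with coefficients of variation of 0.108 and 0.181 in their own libraries. The simulated shares therefore check the procedure and do not rank the sensitivity of these comparisons.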

Results

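Messenger RNA of murine conventional and regulatory T cells was sequenced from wild-type (WT) animals and from animals lacking Coro1a (KO), which encodes the actin-binding protein coronin 1. There were 4 groups of 3 libraries. Reads assigned to genes numbered 30942478, 31975953 and 32726975 in WT conventional replicates 1 to 3 and 33345218, 32547620 and 29865336 in KO conventional ones. They numbered 19686870, 31673231 and 31476868 in WT regulatory and 32343852, 32929402 and 33404302 in KO regulatory libraries. Of the genes counted, 15922 were tested. Mitochondrially encoded genes held 2.25 ± 0.0971% of gene counts in WT conventional and 1.49 ± 0.0432% in KO conventional libraries, and 7.28 ± 1.40% and 5.85 ± 1.01% (SD, n = 3) in regulatory ones. Multimapping reads made up 10.7 ± 0.515% and 9.28 ± 0.0535% in conventional, and 18.1 ± 1.25% and 16.8 ± 0.873% (SD, n = 3) in regulatory libraries. Reads outside annotated genes made up 14.7 ± 0.836% and 13.7 ± 0.558%, and 6.03 ± 0.942% and 5.68 ± 0.629% (SD, n = 3). Nothing in the labels says that replicates are separate animals, so p-values measure the spread between these libraries.

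Coro1a (ENSMUSG00000030707, GRCm38 chromosome 7, 126699773 to 126707787) was measured first, as the deleted gene. Its TMM-scaled level in CPM, normalised to the counts in genes of each library, was 2124, 2361 and 2399 in WT conventional and 44.1, 47.3 and 44.1 in KO conventional libraries. The regulatory libraries held 2712, 2503 and 2312 CPM in WT and 20.9, 28.8 and 30.4 CPM in KO. Group means were 2295 ± 149 CPM (SD, n = 3) in WT conventional and 45.2 ± 1.82 (SD, n = 3) in KO conventional cells, or 1.97% of WT. In regulatory cells they were 2509 ± 200.2 (SD, n = 3) and 26.7 ± 5.07 (SD, n = 3), or 1.06% of WT. The log2 fold change was -5.67 (SE 0.15, adjusted p = 2.75e-09) in conventional and -6.55 (SE 0.15, adjusted p = 8.62e-10) in regulatory cells. All 6 KO libraries lay below all 6 WT libraries, as their labels state.

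**Figure D1:**
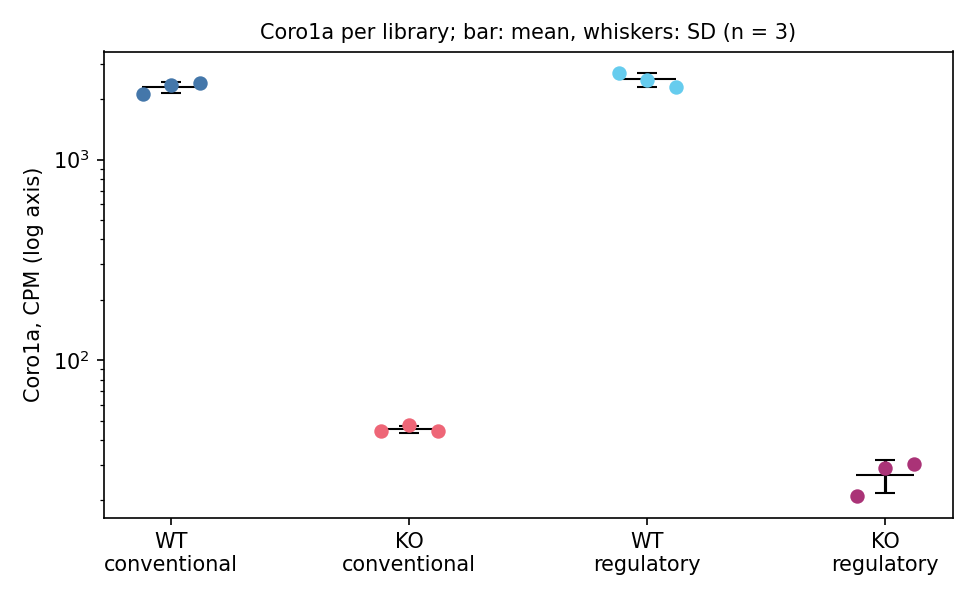
Coro1a in CPM (log axis) for each of the 12 libraries by group, with the mean and SD of 3 libraries. WT groups average 2295 and 2509 CPM and KO groups 45.2 and 26.7 CPM.

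The first comparison asked what the loss of Coro1a changes in conventional T cells. Transcripts typical of neutrophils, NK cells and macrophages were much higher in KO libraries, and genes of naive T cells were lower. The camera calls of these lists were lost with an estimated correlation, as were all list calls of every comparison. The naive median moved from -0.58 to -0.01 when libraries were scaled to 6 T cell genes. S100a8 and S100a9, calcium-binding proteins abundant in neutrophils, rose by log2 8.62 and 8.10, from 0.173 ± 0.0918 and 0.498 ± 0.291 CPM in WT to 70.3 ± 31.4 and 138 ± 60.4 CPM (SD, n = 3) in KO. Dapl1 fell to 9.06 ± 1.68 CPM from 77.3 ± 4.46 CPM (SD, n = 3), a log2 fold change of -3.09 (SE 0.30, adjusted p = 1.63e-05). Summed CPM of 6 T cell genes (Cd3d, Cd3e, Cd3g, Cd5, Cd6 and Lat) was 3185 ± 149.97 in WT and 2122 ± 184 (SD, n = 3) in KO.

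By edgeR, 3706 genes were higher and 4043 lower in KO conventional cells, with 2580 and 175 of these changed at least 2-fold. With upper-quartile factors the counts were 4057 and 2840. Scaled to the 6 T cell genes instead, 6633 were higher and 59 lower. That scaling moved the median of all genes to 0.52 here, 0.53 in the regulatory comparison, 0.70 and 0.62 between the cell types in WT and KO, and -0.04 for the difference of effects. Directions below are under TMM scaling. A list's scaled values follow in its sentence where its median turns, or where the median or the number of members called shrinks more than 1.5-fold. A refit of genes with a mean of 5 CPM called 4835, of which 4182 were among the 7749, and requiring a 1.5-fold change left 2240. The 3 against 3 libraries of a comparison can be split in only 10 ways.

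Beside these changes, the marker sums of other cells shifted in the same libraries. Neutrophil markers summed to 10.7 ± 3.92 CPM in WT and 338 ± 148 CPM in KO, and NK cell markers to 72.0 ± 11.2 and 599 ± 182 CPM (SD, n = 3). Macrophage and monocyte markers summed to 750.1 ± 201 and 3957 ± 1404 CPM. Retnlg (log2 7.83) and Cxcr2 (7.79), a neutrophil chemokine receptor, were among the largest rises. With 6 and 15 summed counts in WT, the sizes of these rises are poorly determined. Lyz2, which encodes lysozyme, and Itgam, the integrin CD11b, rose by 4.73 and 3.72. The NK receptor gene Ncr1 and the protease gene Gzma rose by 5.86 and 4.90. Plat was lower at -3.04. Of 13 measured neutrophil genes, 11 rose and 0 fell (11 and 0 adjusted over the list alone). The neutrophil median was 5.24, adjusted p = 2.74e-07, and adjusted p = 0.279 with an estimated correlation. Of 11 measured NK cell genes, 11 rose and 0 fell (11 and 0 adjusted over the list alone). The NK cell median was 4.45, adjusted p = 7.48e-09, and adjusted p = 0.279 with an estimated correlation. Of 15 measured macrophage and monocyte genes, 15 rose and 0 fell (15 and 0 adjusted over the list alone). The macrophage and monocyte median was 2.05, adjusted p = 4.00e-07, and adjusted p = 0.312 with an estimated correlation. Of 15 measured dendritic cell genes, 13 rose and 0 fell (13 and 1 adjusted over the list alone). The dendritic cell median was 2.99, adjusted p = 1.49e-07, and adjusted p = 0.279 with an estimated correlation. Of 5 measured gamma delta T cell genes, 5 rose and 0 fell (5 and 0 adjusted over the list alone). The gamma delta T cell median was 2.89, adjusted p = 3.02e-04, and adjusted p = 0.279 with an estimated correlation. Of 7 measured mast cell and basophil genes, 7 rose and 0 fell (7 and 0 adjusted over the list alone). The mast cell and basophil median was 3.67, adjusted p = 1.80e-04, and adjusted p = 0.279 with an estimated correlation.

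**Figure D2:**
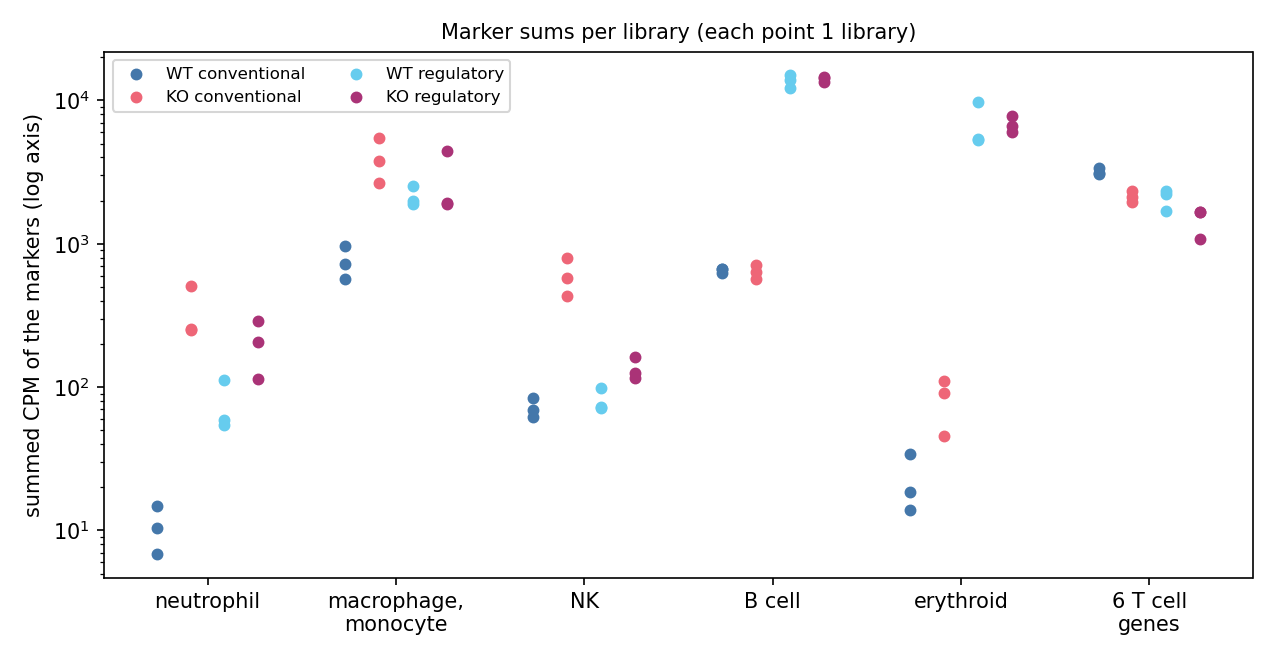
Summed CPM (log axis) of marker genes of 5 other cell types and of 6 T cell genes, 1 point per library, coloured by group. Neutrophil sums average 10.7 CPM in WT and 338 CPM in KO conventional libraries.

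Of 17 measured B cell genes, 15 rose and 1 fell (15 and 1 adjusted over the list alone). The B cell median was 2.64, adjusted p = 8.82e-07, and adjusted p = 0.279 with an estimated correlation. Of 6 measured plasma cell genes, 6 rose and 0 fell (6 and 0 adjusted over the list alone). The plasma cell median was 2.90, adjusted p = 0.00297, and adjusted p = 0.279 with an estimated correlation. Of 9 measured erythroid genes, 6 rose and 0 fell (8 and 0 adjusted over the list alone). The erythroid median was 1.96, adjusted p = 0.00333, and adjusted p = 0.429 with an estimated correlation. Of 6 measured platelet genes, 3 rose and 0 fell (4 and 0 adjusted over the list alone). The platelet median was 1.15, adjusted p = 0.0483, and adjusted p = 0.502 with an estimated correlation. Of 6 measured immature thymocyte genes, 1 rose and 1 fell (1 and 1 adjusted over the list alone). The immature thymocyte median was 0.17, not called at adjusted p = 0.930. Of 11 measured stroma and endothelium genes, 2 rose and 1 fell (0 and 0 adjusted over the list alone). The stroma and endothelium median was 0.86, not called at adjusted p = 0.169. Of the B cell markers, Blk rose by 3.85 while H2-Ob, an MHC class II chaperone subunit, changed by -1.90. Both measured CD8 T cell markers were called, 1 higher and 1 lower, as they were when adjusted over the list alone; with 2 members this list was not tested as a set. Cd8a changed by 1.75 (SE 0.38, adjusted p = 0.00289), on 16 counts in WT and 62 in KO, while the sum of both CD8 markers was 20.7 ± 1.38 CPM in WT and 10.6 ± 0.546 CPM in KO (SD, n = 3).

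Among T cell genes, naive and effector lists moved in opposite directions, in the libraries with the higher neutrophil, NK and macrophage sums above. Of 28 measured naive genes, 0 rose and 27 fell (0 and 27 adjusted over the list alone). The naive median was -0.58, or -0.01 with T cell gene scaling (1 higher, 4 lower), adjusted p = 1.04e-09, and adjusted p = 0.279 with an estimated correlation. Itga6 fell by 1.07 on the log2 scale. Of 40 measured effector and memory genes, 37 rose and 0 fell (37 and 0 adjusted over the list alone). The effector and memory median was 1.71, adjusted p = 5.47e-14, and adjusted p = 0.279 with an estimated correlation. Anxa2, a calcium-dependent membrane-binding protein, rose by 2.74. Of 15 measured T helper 1 genes, 13 rose and 0 fell (13 and 0 adjusted over the list alone). The T helper 1 median was 1.68, adjusted p = 1.35e-05, and adjusted p = 0.279 with an estimated correlation. Of 11 measured T helper 2 genes, 7 rose and 2 fell (8 and 2 adjusted over the list alone). The T helper 2 median was 1.85, adjusted p = 0.0163, and adjusted p = 0.399 with an estimated correlation. Of 12 measured T helper 17 genes, 10 rose and 0 fell (10 and 0 adjusted over the list alone). The T helper 17 median was 2.44, adjusted p = 4.66e-07, and adjusted p = 0.279 with an estimated correlation. Of 14 measured follicular helper genes, 9 rose and 2 fell (10 and 2 adjusted over the list alone). The follicular helper median was 0.84, adjusted p = 0.0355, and adjusted p = 0.502 with an estimated correlation. Tmem176a rose by 2.68. Cd4 changed by -0.71 (SE 0.13, adjusted p = 0.00111) and Cd3e by -0.55 (SE 0.17, adjusted p = 0.0177). Cd3e turned to 0.0279 with T cell gene scaling, but it is 1 of the 6 genes that set this scaling, so its scaled values here and below are near 0 by construction. Its call was lost without KO conventional replicate 1 or replicate 3, at adjusted p up to 0.0616.

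Genes of regulatory T cells were higher in KO conventional libraries. Foxp3, the lineage-defining transcription factor, was 23.7 ± 3.07 CPM in WT and 50.1 ± 18.9 CPM in KO (SD, n = 3), a log2 change of 1.08 (SE 0.25, adjusted p = 0.00440). Il2ra, the IL-2 receptor alpha chain, and Ikzf2, the transcription factor Helios, rose by 0.86 and 2.24. Cd83 and Swap70 rose by 2.30 and 1.61. Of 32 measured regulatory core genes, 26 rose and 3 fell (26 and 4 adjusted over the list alone). The regulatory core median was 1.27, adjusted p = 2.91e-07, and adjusted p = 0.279 with an estimated correlation. Of 22 measured effector regulatory genes, 20 rose and 0 fell (21 and 0 adjusted over the list alone). The effector regulatory median was 1.77, adjusted p = 2.67e-08, and adjusted p = 0.279 with an estimated correlation. Of 16 measured low-in-regulatory genes, 3 rose and 12 fell (3 and 13 adjusted over the list alone). The low-in-regulatory median was -0.55, but 0.04 with T cell gene scaling (3 higher, 1 lower), adjusted p = 0.00480, and adjusted p = 0.279 with an estimated correlation. Of 38 measured proliferation genes, 31 rose and 3 fell (32 and 3 adjusted over the list alone). The proliferation median was 1.05, adjusted p = 7.48e-09, and adjusted p = 0.279 with an estimated correlation. Of 32 measured death and survival genes, 14 rose and 3 fell (15 and 3 adjusted over the list alone). The death and survival median was 0.20, adjusted p = 0.00499, and adjusted p = 0.279 with an estimated correlation. Of 18 measured IL-2 and STAT5 genes, 6 rose and 2 fell (6 and 2 adjusted over the list alone). The IL-2 and STAT5 median was 0.10, not called at adjusted p = 0.162. The cell cycle genes Top2a and Ccna2 rose by 1.19 and 1.52.

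Coronin 1 binds actin and has been studied in calcium and cAMP signalling, and lists for these were chosen from that knowledge before the data were examined. Of 35 measured cAMP and PKA genes, 10 rose and 9 fell (10 and 9 adjusted over the list alone). The cAMP and PKA median was 0.06, not called at adjusted p = 0.806. The phosphodiesterase genes Pde5a and Pde4a rose by 2.16 and 2.45. Of 22 measured CREB-responsive genes, 13 rose and 3 fell (13 and 3 adjusted over the list alone). The CREB-responsive median was 0.47, adjusted p = 0.00333, and adjusted p = 0.279 with an estimated correlation. Gem and Rgs1 rose by 2.47 and 1.30. Of 29 measured calcium and NFAT genes, 3 rose and 14 fell (3 and 15 adjusted over the list alone). The calcium and NFAT median was -0.17, but 0.40 with T cell gene scaling (9 higher, 0 lower), adjusted p = 0.0157, and adjusted p = 0.279 with an estimated correlation. Rcan3 changed by -0.90 and the calcium sensor Stim1 by -0.51, although Stim1 turned to 0.0724 with T cell gene scaling. Of 46 measured actin genes, 5 rose and 26 fell (5 and 28 adjusted over the list alone). The actin median was -0.20, but 0.38 with T cell gene scaling (17 higher, 0 lower), adjusted p = 6.92e-04, and adjusted p = 0.399 with an estimated correlation. Ezr, which links actin to the membrane, changed by -0.76 and Evl by -0.42, and Evl turned to 0.16 with T cell gene scaling. Of 5 measured coronin genes, 3 rose and 2 fell (3 and 2 adjusted over the list alone). The coronin median was 0.39, or 0.97 with T cell gene scaling (3 higher, 0 lower), not called at adjusted p = 0.196. Coro2a rose by 1.57 and Coro2b by 2.34. Of 39 measured receptor signalling genes, 3 rose and 23 fell (3 and 24 adjusted over the list alone). The receptor signalling median was -0.35, but 0.23 with T cell gene scaling (11 higher, 1 lower), adjusted p = 6.54e-04, and adjusted p = 0.453 with an estimated correlation. Dgka fell and Sla rose, at -0.76 and 0.41.

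The remaining lists covered activation, metabolism and responses. Of 34 measured immediate early genes, 13 rose and 6 fell (13 and 6 adjusted over the list alone). The immediate early median was 0.23, adjusted p = 0.0398, and adjusted p = 0.436 with an estimated correlation. Of 17 measured heat shock genes, 3 rose and 8 fell (3 and 9 adjusted over the list alone). The heat shock median was -0.36, but 0.22 with T cell gene scaling (4 higher, 0 lower), with a mean of 0.06 and the test downward, not called at adjusted p = 0.234. Of 26 measured inhibition and anergy genes, 9 rose and 8 fell (9 and 8 adjusted over the list alone). The inhibition and anergy median was 0.04, not called at adjusted p = 0.546. Of 19 measured costimulatory genes, 6 rose and 7 fell (6 and 9 adjusted over the list alone). The costimulatory median was -0.22, but 0.36 with T cell gene scaling (8 higher, 0 lower), with a mean of 0.13 and the test downward, not called at adjusted p = 0.806. Of 53 measured interferon response genes, 8 rose and 12 fell (8 and 12 adjusted over the list alone). The interferon response median was -0.07, but 0.51 with T cell gene scaling (25 higher, 0 lower), with a mean of 0.10 and the test downward, not called at adjusted p = 0.504. Of 36 measured chemokine receptor and integrin genes, 22 rose and 8 fell (23 and 8 adjusted over the list alone). The chemokine receptor and integrin median was 1.09, adjusted p = 9.43e-04, and adjusted p = 0.279 with an estimated correlation.

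The mitochondrially encoded share was 2.14 to 2.33% in WT and 1.44 to 1.52% in KO conventional libraries, beside the oxidative phosphorylation values that follow. Of 22 measured glycolysis genes, 5 rose and 7 fell (5 and 8 adjusted over the list alone). The glycolysis median was -0.09, but 0.50 with T cell gene scaling (12 higher, 0 lower), with a mean of 0.19 and the test downward, not called at adjusted p = 0.806. Of 47 measured oxidative phosphorylation genes, 1 rose and 13 fell (0 and 10 adjusted over the list alone). The oxidative phosphorylation median was -0.15, but 0.44 with T cell gene scaling (20 higher, 0 lower), adjusted p = 0.00399, and adjusted p = 0.636 with an estimated correlation. Of 21 measured cholesterol synthesis genes, 0 rose and 18 fell (0 and 18 adjusted over the list alone). The cholesterol synthesis median was -0.48, but 0.10 with T cell gene scaling (0 higher, 1 lower), adjusted p = 2.53e-06, and adjusted p = 0.279 with an estimated correlation. Of 26 measured amino acid and unfolded protein stress genes, 9 rose and 3 fell (9 and 3 adjusted over the list alone). The amino acid and unfolded protein stress median was -0.04, but 0.54 with T cell gene scaling (17 higher, 0 lower) and 0.02 with upper-quartile factors, with a mean of 0.46 and the test upward, not called at adjusted p = 0.381. Of 49 measured ribosomal protein genes, 0 rose and 47 fell (0 and 48 adjusted over the list alone). The ribosomal protein median was -0.37, but 0.21 with T cell gene scaling (0 higher, 0 lower), adjusted p = 7.48e-09, and adjusted p = 0.442 with an estimated correlation. Srebf2, a regulator of sterol synthesis, and Sqle, squalene epoxidase, changed by -0.79 and -1.31. Among genes named for conventional cells, the calls of Dgka, Ezr, Rcan3, Srebf2 and Cd4 ended with T cell gene scaling, at -0.18, -0.18, -0.32, -0.21 and -0.13. Camera called 30 of 41 lists, and 0 with an estimated correlation.

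The next comparison asked the same in regulatory T cells. Fewer genes passed. By camera at the preset correlation the T helper 17 and T helper 2 lists were higher and the naive list lower in KO. These list calls, like all others, were lost with an estimated correlation, and the naive median turned to 0.23 with T cell gene scaling. Il6, a cytokine gene, and Vipr2, a neuropeptide receptor gene, rose by 3.96 and 3.21, and Kcnk1 by 3.20. Vipr2 was 0.668 ± 0.297 CPM in WT and 6.44 ± 0.798 CPM in KO (SD, n = 3). Dapl1 and Ehd3 changed by -2.95 and -2.18. Foxp3 (0.14), Il2ra (-0.18), Ikzf2 (0.06), Cd4 (-0.24), Cd3e (-0.39) and Cd8a (-0.30) did not pass, with adjusted p from 0.168 to 0.909, and Il2ra, Cd4, Cd3e and Cd8a turned to 0.32, 0.27, 0.0982 and 0.26 with T cell gene scaling. That scaling ended the calls of Itga6, Izumo1r and Slamf6, named below, at -0.0688, -0.30 and -0.14.

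By edgeR, 638 genes were higher and 608 lower. The count depended on single libraries: 674 without WT regulatory replicate 1, 474 without WT regulatory replicate 2, 1974 without WT regulatory replicate 3, 684 without KO regulatory replicate 1 and 439 without KO regulatory replicate 3. DESeq2 called 2010, a fit of these 2 groups alone 313, a 1.5-fold minimum 57, and T cell gene scaling 4638 with 4599 higher. Markers of other cells were high in both genotypes here: B cell markers summed to 13684 ± 1427 CPM in WT and 14125 ± 578 in KO, and erythroid markers to 6792 ± 2561 and 6785 ± 891 (SD, n = 3). Other sums differed: the 6 T cell genes were 2079 ± 346 CPM in WT and 1467 ± 332 in KO, neutrophil markers 74.9 ± 32.1 and 202 ± 86.3, and plasma cell markers 4727 ± 3498 and 1132 ± 668 (SD, n = 3). KO regulatory replicate 1 stood apart from replicates 2 and 3, with T cell gene sums of 1084, 1663 and 1656 CPM, macrophage and monocyte sums of 4416, 1913 and 1889 CPM, and stroma sums of 813, 457 and 379.5 CPM. The falls in naive and receptor signalling lists below are in these same libraries.

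Of 12 measured T helper 17 genes, 7 rose and 0 fell (9 and 0 adjusted over the list alone). The T helper 17 median was 1.22, adjusted p = 2.68e-07, and adjusted p = 0.425 with an estimated correlation. Tmem176a and Tmem176b rose by 1.46 and 1.35. Of 11 measured T helper 2 genes, 5 rose and 1 fell (6 and 1 adjusted over the list alone). The T helper 2 median was 0.70, adjusted p = 0.00135, and adjusted p = 0.425 with an estimated correlation. Il9r and Il17rb, both cytokine receptor genes, rose by 1.20 and 1.62. Of 22 measured effector regulatory genes, 3 rose and 0 fell (7 and 1 adjusted over the list alone). The effector regulatory median was 0.43, adjusted p = 7.55e-04, and adjusted p = 0.520 with an estimated correlation. Of 32 measured regulatory core genes, 5 rose and 1 fell (5 and 1 adjusted over the list alone). The regulatory core median was 0.15, not called at adjusted p = 0.208. Itgae, the integrin CD103, and Il1r2, a decoy receptor for IL-1, rose by 1.23 and 1.73. Izumo1r changed by -0.82 and lost its call without WT regulatory replicate 1 or 2 or KO regulatory replicate 1, at adjusted p up to 0.0678. Of 28 measured naive genes, 0 rose and 11 fell (0 and 16 adjusted over the list alone). The naive median was -0.30, but 0.23 with T cell gene scaling (3 higher, 2 lower), adjusted p = 3.32e-08, and adjusted p = 0.425 with an estimated correlation. Il6ra, the IL-6 receptor, and Itga6 changed by -1.23 and -0.61.

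Of 39 measured receptor signalling genes, 0 rose and 9 fell (1 and 18 adjusted over the list alone). The receptor signalling median was -0.24, but 0.28 with T cell gene scaling (7 higher, 1 lower), adjusted p = 4.82e-06, and adjusted p = 0.466 with an estimated correlation. The costimulatory receptor gene Cd28 changed by -0.89 and the kinase gene Fyn by -0.45, with Fyn at 0.0775 under T cell gene scaling. Of 19 measured costimulatory genes, 0 rose and 6 fell (0 and 9 adjusted over the list alone). The costimulatory median was -0.23, but 0.28 with T cell gene scaling (6 higher, 1 lower), adjusted p = 0.00191, and adjusted p = 0.527 with an estimated correlation. Slamf6 changed by -0.66 and Cd84 by -0.31, with Cd84 at 0.22 under T cell gene scaling. Of 29 measured calcium and NFAT genes, 1 rose and 6 fell (1 and 7 adjusted over the list alone). The calcium and NFAT median was -0.07, but 0.46 with T cell gene scaling (10 higher, 0 lower), not called at adjusted p = 0.0623. Rcan3 and Ppp3r1, a calcineurin subunit, changed by -0.53 and -0.20, and turned to 0.00848 and 0.34 with T cell gene scaling. Ppp3r1 also lost its call without WT regulatory replicate 1 or KO regulatory replicate 2 or 3, at adjusted p up to 0.0694. Of 35 measured cAMP and PKA genes, 2 rose and 2 fell (3 and 5 adjusted over the list alone). The cAMP and PKA median was 0.07, not called at adjusted p = 0.328. Pde5a rose by 1.14, and Akap8 changed by -0.34 but 0.17 with T cell gene scaling. Of 22 measured CREB-responsive genes, 1 rose and 0 fell (5 and 1 adjusted over the list alone). The CREB-responsive median was 0.14, not called at adjusted p = 0.121. Of 46 measured actin genes, 2 rose and 1 fell (5 and 1 adjusted over the list alone). The actin median was -0.02, but 0.50 with T cell gene scaling (23 higher, 0 lower), with a mean of 0.01 and the test downward, not called at adjusted p = 0.926. Actg1, an actin gene, rose by 0.50, and Ezr changed by -0.35 but 0.18 with T cell gene scaling. Of 5 measured coronin genes, 0 rose and 0 fell (3 and 0 adjusted over the list alone). The coronin median was 0.19, not called at adjusted p = 0.0881. Coro1c (0.19) and Coro2b (0.96) did not pass, but did with T cell gene scaling (0.72 and 1.44).

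Of 13 measured neutrophil genes, 4 rose and 0 fell (10 and 0 adjusted over the list alone). The neutrophil median was 1.58, adjusted p = 6.36e-05, and adjusted p = 0.425 with an estimated correlation. Of 11 measured stroma and endothelium genes, 6 rose and 0 fell (6 and 0 adjusted over the list alone). The stroma and endothelium median was 1.97, adjusted p = 1.41e-05, and adjusted p = 0.425 with an estimated correlation. Of 11 measured NK cell genes, 3 rose and 0 fell (4 and 0 adjusted over the list alone). The NK cell median was 0.80, adjusted p = 7.55e-04, and adjusted p = 0.425 with an estimated correlation. Of 7 measured mast cell and basophil genes, 3 rose and 0 fell (3 and 0 adjusted over the list alone). The mast cell and basophil median was 1.17, adjusted p = 0.00258, and adjusted p = 0.425 with an estimated correlation. Of 5 measured gamma delta T cell genes, 2 rose and 0 fell (4 and 0 adjusted over the list alone). The gamma delta T cell median was 1.09, adjusted p = 0.00427, and adjusted p = 0.425 with an estimated correlation. Of 6 measured immature thymocyte genes, 2 rose and 0 fell (4 and 0 adjusted over the list alone). The immature thymocyte median was 1.19, adjusted p = 4.88e-04, and adjusted p = 0.425 with an estimated correlation. Of 6 measured platelet genes, 0 rose and 0 fell (4 and 0 adjusted over the list alone). The platelet median was 1.16, adjusted p = 0.0234, and adjusted p = 0.533 with an estimated correlation. Of 6 measured plasma cell genes, 0 rose and 0 fell (0 and 0 adjusted over the list alone). The plasma cell median was -0.92, or -0.40 with T cell gene scaling (0 higher, 0 lower), adjusted p = 0.0468, and adjusted p = 0.533 with an estimated correlation. Of 15 measured dendritic cell genes, 1 rose and 0 fell (2 and 0 adjusted over the list alone). The dendritic cell median was 0.30, adjusted p = 0.0163, and adjusted p = 0.574 with an estimated correlation. The matrix genes Col3a1 and Dcn rose by 2.77 and 2.46. Lcn2 and Cxcr2 rose by 2.16 and 1.58. The Lcn2 call was lost without WT regulatory replicate 1 or KO regulatory replicate 3, at adjusted p up to 0.0594. The Cxcr2 call was lost without WT regulatory replicate 1 or 2 or KO regulatory replicate 1 or 3, at adjusted p up to 0.0839.

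Of 38 measured proliferation genes, 1 rose and 0 fell (0 and 0 adjusted over the list alone). The proliferation median was 0.12, adjusted p = 0.00255, and adjusted p = 0.596 with an estimated correlation. Of 32 measured death and survival genes, 3 rose and 2 fell (9 and 2 adjusted over the list alone). The death and survival median was 0.16, adjusted p = 0.0187, and adjusted p = 0.425 with an estimated correlation. Of 17 measured heat shock genes, 2 rose and 0 fell (4 and 0 adjusted over the list alone). The heat shock median was 0.14, adjusted p = 0.0283, and adjusted p = 0.425 with an estimated correlation. Of 26 measured amino acid and unfolded protein stress genes, 6 rose and 1 fell (10 and 1 adjusted over the list alone). The amino acid and unfolded protein stress median was 0.08, adjusted p = 0.0214, and adjusted p = 0.533 with an estimated correlation. Of 16 measured low-in-regulatory genes, 1 rose and 3 fell (1 and 4 adjusted over the list alone). The low-in-regulatory median was -0.22, but 0.30 with T cell gene scaling (3 higher, 1 lower), adjusted p = 0.0468, and adjusted p = 0.527 with an estimated correlation. Camera called 20 of 41 lists, and 0 with an estimated correlation.

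**Figure D3:**
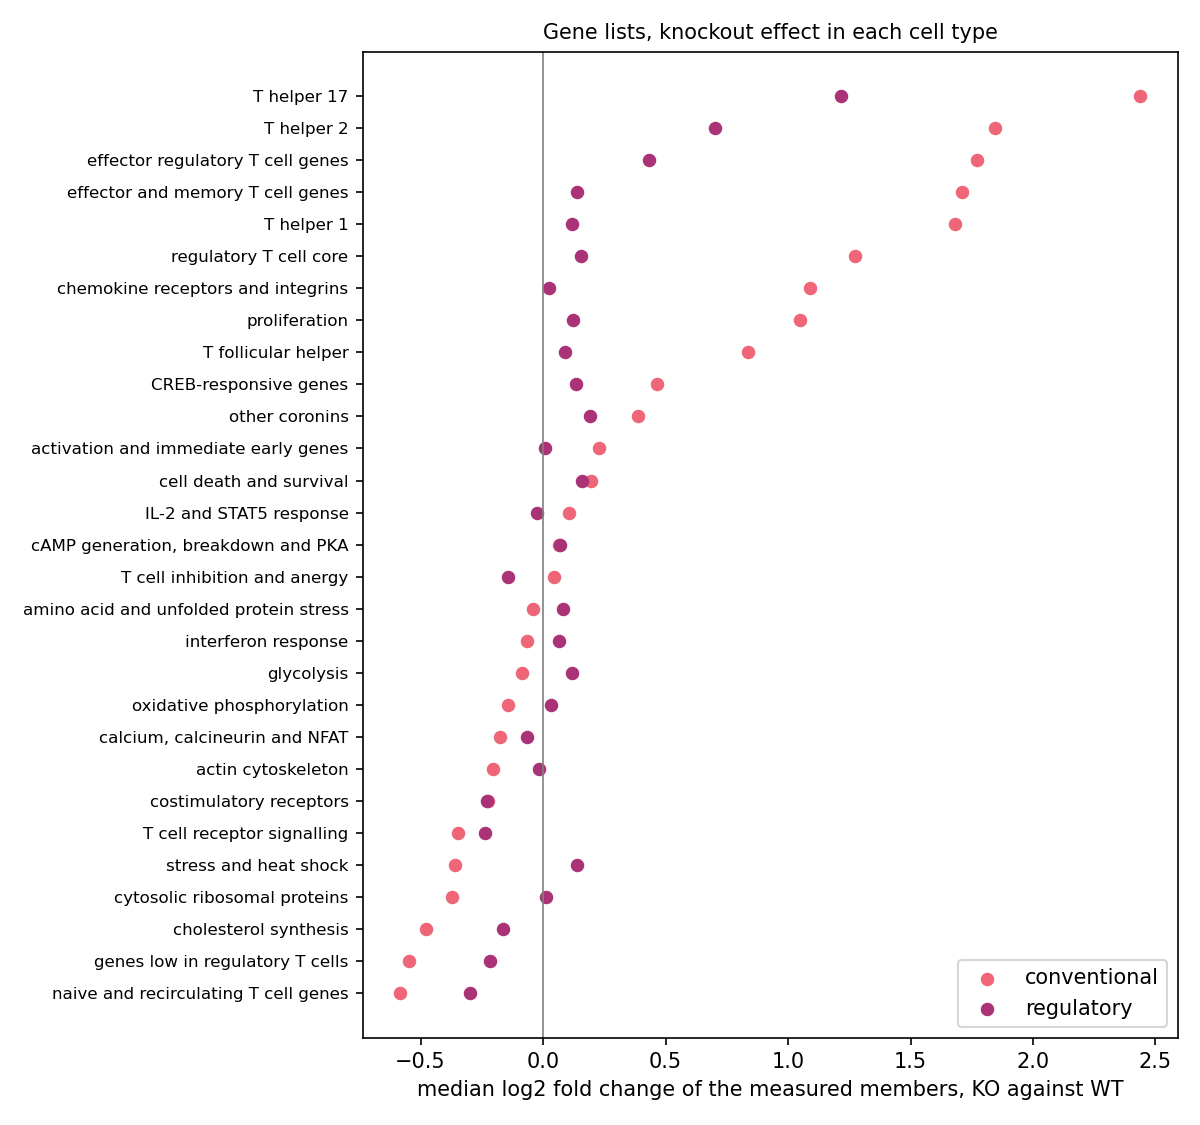
Median log2 fold change, KO against WT, of the measured members of 29 gene lists in conventional and regulatory cells. The naive list lies at -0.58 in conventional cells, or -0.01 with T cell gene scaling, and at -0.30 in regulatory cells, or 0.23 with that scaling.

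A test of the difference asked whether the knockout effect was alike in both cell types. By camera at the preset correlation, neutrophil, NK cell, effector and regulatory lists rose more in conventional cells on the log2 scale. These list calls were lost with an estimated correlation, as were all list calls of every comparison. Of the 10 genes with the smallest p, Cyp4f18 (-5.29), Gda (-5.79), Ccr1 (-5.35), Bst1 (-6.15), Blk (-3.71), Cd83 (-1.85) and Ybx3 (-1.53) had a lower log2 effect in regulatory cells. H2-Ob (1.86), Ggt5 (2.11) and Ttyh3 (1.23) had a higher one. Each gene with a lower effect started lower in WT conventional than in WT regulatory libraries, such as Blk at 0.964 and 231 CPM. H2-Ob did so too, but Ggt5 and Ttyh3 did not. A lower start enlarges the log2 rise from an equal added amount. Coro1a itself differed by -0.89 (SE 0.17, adjusted p = 0.00496).

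By edgeR the signed log2 effect was higher in regulatory cells for 1411 genes and lower for 1982. Higher and lower here and below give the sign of the difference, not the strength of the effect. Il6ra, at -0.38 in conventional and -1.23 in regulatory cells, counts as lower although it fell more there. T cell gene scaling called 940, 30 of them higher and 933 among the 3393, and a 1.5-fold minimum left 919. A refit of genes at 10 CPM or more in WT conventional libraries called 1339, of which 963 were among the 3393. Of 40 measured effector and memory genes, 0 had a higher effect and 30 a lower one (0 and 34 adjusted over the list alone). The effector and memory median was -1.75, adjusted p = 7.90e-16, and adjusted p = 0.356 with an estimated correlation. Of 32 measured regulatory core genes, 2 had a higher effect and 20 a lower one (3 and 24 adjusted over the list alone). The regulatory core median was -1.26, adjusted p = 1.21e-07, and adjusted p = 0.356 with an estimated correlation. Of 28 measured naive genes, 14 had a higher effect and 1 a lower one (14 and 1 adjusted over the list alone). The naive median was 0.38, or 0.31 with T cell gene scaling (1 higher, 0 lower), adjusted p = 4.72e-05, and adjusted p = 0.356 with an estimated correlation. Of 49 measured ribosomal protein genes, 15 had a higher effect and 0 a lower one (35 and 0 adjusted over the list alone). The ribosomal protein median was 0.39, or 0.34 with T cell gene scaling (0 higher, 0 lower), adjusted p = 9.42e-10, and adjusted p = 0.409 with an estimated correlation. Of 13 measured neutrophil genes, 0 had a higher effect and 7 a lower one (0 and 9 adjusted over the list alone). The neutrophil median was -3.32, adjusted p = 1.85e-05, and adjusted p = 0.356 with an estimated correlation. Of 11 measured NK cell genes, 0 had a higher effect and 11 a lower one (0 and 11 adjusted over the list alone). The NK cell median was -3.38, adjusted p = 1.94e-09, and adjusted p = 0.356 with an estimated correlation. Of 35 measured cAMP and PKA genes, 8 had a higher effect and 5 a lower one (9 and 6 adjusted over the list alone). The cAMP and PKA median was -0.08, or -0.10 with T cell gene scaling (0 higher, 1 lower), with a mean of -0.16 and the test upward, not called at adjusted p = 0.885. Camera called 29 of 41 lists, and 0 with an estimated correlation.

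Leaving out Coro1a, which was lower in both, the knockout comparisons called 813 genes in the same direction. Of these 384 were higher and 429 lower, against 148.5 and 154.1 for independent lists. In opposite directions 59 were called, against 303.3. Log2 fold changes correlated across genes, which are not independent replicates, at Pearson r = 0.373 and Spearman rho = 0.439. The shared count was 452 without WT regulatory replicate 1, 344 without WT regulatory replicate 2, 446 without KO regulatory replicate 1, 317 without KO regulatory replicate 3, 1303 with DESeq2, 2599 with T cell gene scaling and 537 among genes at 10 CPM or more in WT conventional libraries.

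Regulatory were compared with conventional cells within WT. Foxp3, Il2ra and Ikzf2 were higher in regulatory cells by log2 4.45, 4.82 and 3.11, and B cell transcripts were higher by far more. Ms4a1 and Fcer2a, genes of B cells, were higher by 12.93 and 12.20. They had 9 and 5 summed counts in WT conventional libraries, so the sizes of these changes are poorly determined. Cd8a was higher by 7.09, while Cd4 (-1.25) and Cd3e (-0.76) were lower, and the Cd3e call ended with T cell gene scaling (-0.15). The cell types also differed in mitochondrial, multimapping and unannotated reads, as given at the start. Vipr1 (-5.10), Rnf32 (-5.31) and Cnga1 (-4.69) had the lowest values. Counts were 6228 higher and 5302 lower, or 5961 in all with a 1.5-fold minimum, and T cell gene scaling gave 90.3% higher. Of 32 measured regulatory core genes, 30 were higher and 2 lower (30 and 2 adjusted over the list alone). The regulatory core median was 3.19, adjusted p = 8.58e-09, and adjusted p = 0.546 with an estimated correlation. Of 16 measured low-in-regulatory genes, 3 were higher and 13 lower (3 and 13 adjusted over the list alone). The low-in-regulatory median was -1.9979, adjusted p = 4.72e-04, and adjusted p = 0.546 with an estimated correlation. Of 28 measured naive genes, 2 were higher and 23 lower (2 and 25 adjusted over the list alone). The naive median was -0.79, or -0.14 with T cell gene scaling (2 higher, 10 lower), adjusted p = 1.58e-06, and adjusted p = 0.546 with an estimated correlation. Of 38 measured proliferation genes, 35 were higher and 0 lower (35 and 0 adjusted over the list alone). The proliferation median was 1.76, adjusted p = 4.35e-09, and adjusted p = 0.546 with an estimated correlation. Of 17 measured B cell genes, 17 were higher and 0 lower (17 and 0 adjusted over the list alone). The B cell median was 10.41, adjusted p = 2.37e-10, and adjusted p = 0.546 with an estimated correlation. Of 9 measured erythroid genes, 9 were higher and 0 lower (9 and 0 adjusted over the list alone). The erythroid median was 8.28, adjusted p = 9.94e-05, and adjusted p = 0.561 with an estimated correlation. Of 35 measured cAMP and PKA genes, 11 were higher and 19 lower (11 and 19 adjusted over the list alone). The cAMP and PKA median was -0.22, but 0.42 with T cell gene scaling (14 higher, 6 lower), adjusted p = 0.0417, and adjusted p = 0.546 with an estimated correlation. Camera called 21 of 41 lists, and 0 with an estimated correlation.

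Within KO, Foxp3 (3.52), Il2ra (3.78) and Ikzf2 (0.93) were again higher in regulatory cells. Cd8a was higher by 5.04, and Cd4 (-0.78) and Cd3e (-0.60) were lower, calls that ended with T cell gene scaling (-0.23 and -0.0766). Vipr1 (-5.47), Fam240a (-5.57) and Prss34 (-5.31), a basophil protease gene, had the lowest values. Counts were 5747 higher and 5047 lower, or 4665 in all with a 1.5-fold minimum, and T cell gene scaling gave 88.6% higher. Of 32 measured regulatory core genes, 26 were higher and 2 lower (26 and 2 adjusted over the list alone). The regulatory core median was 1.89, adjusted p = 2.93e-06, and adjusted p = 0.458 with an estimated correlation. Of 40 measured effector and memory genes, 7 were higher and 20 lower (7 and 20 adjusted over the list alone). The effector and memory median was -0.59, or -0.03 with T cell gene scaling (11 higher, 11 lower), adjusted p = 0.0387, and adjusted p = 0.777 with an estimated correlation. Of 49 measured ribosomal protein genes, 47 were higher and 1 lower (47 and 1 adjusted over the list alone). The ribosomal protein median was 0.67, adjusted p = 1.38e-08, and adjusted p = 0.574 with an estimated correlation. Of 11 measured NK cell genes, 0 were higher and 11 lower (0 and 11 adjusted over the list alone). The NK cell median was -2.64, adjusted p = 1.43e-04, and adjusted p = 0.458 with an estimated correlation. Of 17 measured B cell genes, 17 were higher and 0 lower (17 and 0 adjusted over the list alone). The B cell median was 7.23, adjusted p = 8.65e-11, and adjusted p = 0.458 with an estimated correlation. Of 9 measured erythroid genes, 9 were higher and 0 lower (9 and 0 adjusted over the list alone). The erythroid median was 6.66, adjusted p = 1.74e-04, and adjusted p = 0.458 with an estimated correlation. Camera called 19 of 41 lists, and 0 with an estimated correlation.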

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

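The tests of T cell share, other-cell mix, sex and spread were chosen after the results were seen, and the form of the mix test without the most abundant markers after its first value was seen. The regroupings of libraries were planned.

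The signed log2 knockout effect differed between cell types for 3393 genes, by the test of the difference. Among the genes named here it was lower in regulatory cells, in log2, for Coro1a -0.89, S100a8 -7.20, S100a9 -6.46, Retnlg -7.20, Kcnk1 -4.10, Ehd3 -0.99, Ms4a1 -4.34, Fcer2a -4.0017, Cyp4f18 -5.29, Ybx3 -1.53, Blk -3.71, Gda -5.79, Ccr1 -5.35 and Bst1 -6.15. Further values were Cd83 -1.85, Cxcr2 -6.21, Lyz2 -4.41, Itgam -3.09, Ncr1 -5.03, Gzma -3.38, Anxa2 -1.73, Swap70 -1.22, Top2a -0.91, Ccna2 -1.38, Sla -0.50, Coro2a -1.57, Coro2b -1.39 and Pde5a -1.01. Further values were Pde4a -1.89, Gem -1.88, Rgs1 -1.31, Tmem176a -1.22, Lcn2 -4.42, Il6ra -0.85, Itgae -1.74, Izumo1r -0.82, Il1r2 -3.52, Tmem176b -1.07, Cd8a -2.05, Il2ra -1.04 and Ikzf2 -2.18. It was higher for Plat 2.81, Rnf32 2.05, H2-Ob 1.86, Ggt5 2.11, Ttyh3 1.23, Itga6 0.46, Ezr 0.41, Evl 0.28, Rcan3 0.38, Stim1 0.44, Srebf2 0.55, Sqle 0.69, Actg1 0.37 and Coro1c 0.33. With T cell gene scaling 33 of these 41 lower and 5 of these 14 higher differences remained called. Lost were Top2a -0.99, Sla -0.57, Coro2b -1.46, Pde5a -1.12, Pde4a -1.95, Il6ra -0.89, Izumo1r -0.86 and Tmem176b -1.14 (adjusted p from 0.0510 to 0.265), and Itga6 0.42, Ezr 0.36, Evl 0.23, Rcan3 0.33, Stim1 0.38, Srebf2 0.51, Sqle 0.61, Actg1 0.31 and Coro1c 0.28 (adjusted p from 0.353 to 0.886). Upper-quartile factors ended the calls of Evl 0.23, Rcan3 0.33 and Sqle 0.64, and the replicate block those of Ehd3 -0.98, Coro2b -1.31, Izumo1r -0.80 and Sqle 0.69. RLE factors and DESeq2 ended 0 of these calls, and under these 5 settings 0 of these differences changed sign. With 1 library left out, calls were lost (adjusted p in brackets) for Ehd3 without any library but WT conventional replicate 3 or WT regulatory replicate 3 (up to 0.110), Itga6 without KO regulatory replicate 2 (0.0503), Evl without WT conventional replicate 3 or KO conventional replicate 3 or KO regulatory replicate 2 (up to 0.0646), Coro2b without any library but WT conventional replicate 1 or KO conventional replicate 1 or WT regulatory replicate 1 or 3 or KO regulatory replicate 3 (up to 0.0966), Pde5a without WT conventional replicate 2 (0.0517), Rcan3 without any library but KO conventional replicate 1 or WT regulatory replicate 1 or KO regulatory replicate 1 (up to 0.107), Sqle without any library but WT conventional replicate 3 or WT regulatory replicate 1 or KO regulatory replicate 1 (up to 0.117) and Izumo1r without any library but KO conventional replicate 1 or WT regulatory replicate 3 or KO regulatory replicate 3 (up to 0.0860). Medians of called lists that were lower were CREB-responsive -0.69, immediate early -0.31, effector and memory -1.75, costimulatory -0.30, regulatory core -1.26, effector regulatory -1.33, T helper 1 -1.81, T helper 17 -1.02, follicular helper -0.82, proliferation -0.86, chemokine receptor and integrin -0.99, gamma delta T cell -1.86, NK cell -3.38, B cell -2.45, plasma cell -4.39, macrophage and monocyte -1.61, dendritic cell -2.38, neutrophil -3.32, erythroid -2.16 and mast cell and basophil -1.68. Those that were higher were actin 0.21, heat shock 0.48, naive 0.38, low-in-regulatory 0.27, oxidative phosphorylation 0.16, cholesterol synthesis 0.36, ribosomal protein 0.39, immature thymocyte 0.72 and stroma and endothelium 0.33. Some marker lists started from unlike levels. Mean sums in WT conventional and WT regulatory libraries were 651 and 13684 CPM for B cell, 20.4 and 4727 for plasma cell and 22.2 and 6792 for erythroid markers. They were 169 and 8429 CPM for dendritic cell and 10.7 and 74.9 for neutrophil markers. Regulatory core genes also differed, with Foxp3 at 23.7 and 520, Cd83 at 7.77 and 175 and Swap70 at 12.4 and 322 CPM. For such lists an equal added amount would give a smaller log2 effect in regulatory cells. Cd83 went from 7.77 to 38.4 CPM in conventional and from 175 to 240 CPM in regulatory cells. Ikzf2 went the other way in CPM, from 35.3 to 166 and from 304 to 317. A larger log2 rise of these lists in conventional cells thus need not be a larger gain in CPM. NK cell sums were closer, at 72.0 and 80.7 CPM. Kcnk1 has 1 summed count in WT conventional libraries, so the size of its difference is not determined. Bst1 (4), Fcer2a (5), Retnlg (6), Lcn2 (8) and Ms4a1 (9) also had few counts there, so the sizes of their differences are poorly determined. Where T cell gene scaling lowered the members called more than 1.5-fold, they are given as higher and lower, under TMM and then scaled: CREB-responsive 1 and 7 to 0 and 3, actin 14 and 2 to 0 and 0, immediate early 2 and 10 to 0 and 5, heat shock 8 and 2 to 1 and 1, naive 14 and 1 to 1 and 0, low-in-regulatory 4 and 0 to 1 and 0, T helper 17 0 and 6 to 0 and 3, proliferation 2 and 24 to 0 and 5, chemokine receptor and integrin 4 and 18 to 0 and 9, oxidative phosphorylation 7 and 0 to 0 and 0, cholesterol synthesis 5 and 0 to 0 and 0, ribosomal protein 15 and 0 to 0 and 0, macrophage and monocyte 0 and 8 to 0 and 2, erythroid 0 and 7 to 0 and 1, immature thymocyte 2 and 0 to 1 and 0. With an estimated correlation 0 of these 29 lists were called (lowest adjusted p = 0.356). Reads ambiguous between genes made up 1.08% of KO conventional libraries, above every WT conventional library.

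Naive T cell genes were lower in KO conventional libraries, where the 6 T cell genes were lower too. A lower share of T cell RNA was tested as the whole cause: the naive mean fell by 0.79 and the T cell mean by 0.58, a difference of -0.21 (SE 0.0509) that argues against it. Without Dapl1 the difference was -0.13 (SE 0.0498), and under T cell gene scaling 4 members were lower and 1 higher, so most of the fall matched the T cell genes. In regulatory cells the same difference was 0.10 (SE 0.193), and 0.19 (SE 0.204) without Dapl1. There a lower T cell share as the whole cause is thus not argued against. A loss of naive cells in the KO genotype stays open and untested.

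Neutrophil, macrophage and NK transcripts were higher in KO conventional libraries. Fewer T cells beside an unchanged mix of other cells was tested by comparing log2 ratios of summed markers, which it would make alike only if T cells expressed none of them. The ratios were 4.97 for neutrophils, 3.03 for NK cells, 2.37 for macrophages and -0.03 for B cells. Ighm and H2-Ob made up 97.3% of the WT B cell sum, which could hide a rise (Ms4a1 went from 0.0976 to 2.01 CPM). Without the 2 most abundant markers of each type the ratios became 7.15, 3.74, 2.59 and 2.22, a gap of 4.93 (SE 0.524). The ratios of neutrophils and B cells thus depended on which markers were summed, but the gap stayed nearly as wide. The most abundant markers therefore do not account for it. Neutrophils at 7.15 (SE 0.447) and B cells at 2.22 (SE 0.275) lay apart beyond their errors. If T cells express none of the remaining markers, this argues against an unchanged mix. Their expression in T cells was not tested and could still lower a ratio, so the test does not settle the question. Fewer T cells beside an unchanged mix stays open only if T cells express some of these markers. More cells of these types in the KO preparations, with or without fewer T cells, stays open without that condition, as the labels name no sort or gate.

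Fewer genes were called for the knockout in regulatory than in conventional cells. Uneven sex was tested with a sex term, which gave 1626 regulatory calls, 20.2% of the conventional count against 16.1% without it, and argues against sex as the whole cause. Sex as read was balanced between WT and KO in both cell types, so the term had little imbalance to remove. The term took WT regulatory replicate 3 and KO regulatory replicate 1 as female. Both held Xist and Y-linked reads, which a term for female or male cannot model. Without these libraries the regulatory ones left were all read as male, and calls were 1193 in regulatory and 8463 in conventional cells. A larger spread around effects of equal size was tested by the net standard deviation of log2 effects over all genes. In regulatory cells it was 40.4% of that in conventional cells (0.457 and 1.13), so log2 effects were not of equal size. Genes with low WT conventional levels enter it, such as S100a8 at 0.173 CPM against 14.0 CPM in WT regulatory libraries. Unlike starting levels could widen the conventional value, so this test does not settle the question. The coefficient of variation was higher in regulatory libraries alone (0.181) than in conventional ones (0.108). Fits of only the 2 groups compared called 313 genes in regulatory and 7528 in conventional cells. A larger spread as part of the cause stays open. A difference in cell mix between the preparations stays open too.

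Regrouping the 3 against 3 libraries gives 10 splits, too few for a share under 0.05, and in each comparison 1 split, the real one, gave as many genes: conventional 7749 and at most 0 otherwise, regulatory 1246 and 0, WT cell types 11530 and 0, KO cell types 10794 and 0. For lists the real and highest other numbers were 30 and 26, 20 and 17, 21 and 25 (3 splits as large), and 19 and 22 (3 splits as large), so camera with the preset correlation called many lists on regrouped libraries. For the difference of effects 8 of 100 splits gave as many genes (real 3393, highest other 7263), so chance is not excluded by this count. The 7 others as large kept the conventional libraries as labelled, so they still hold the conventional effect, which points to the structure of those libraries. With the conventional libraries regrouped the highest was 0. For its lists 2 of 100 splits gave as many (29, highest other 29), but up to 28 were called with the conventional libraries regrouped, so the number of lists does not tell the real grouping from others. For genes shared by both knockout comparisons 1 of 100 splits gave as many (813, highest other 59), but 98 others gave 0, because regrouped libraries called 0 genes, and 59 is the count of genes called in opposite directions, so the splits do not test the sharing itself.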

How the results depend on the processing

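Added after seeing the data were the sex term, the libraries with both sexes' reads left out, T cell gene scaling, the 10 CPM minimum and upper-quartile factors for named genes. Causes of the changes were not tested. Fewer genes were tested under the stricter filter (10496) and the 10 CPM minimum (8530). Of the 7749 conventional knockout calls, 5899 were still tested under the stricter filter and 4182 were kept. At 10 CPM 4658 were still tested and 2387 were kept, so fewer tested genes are not the whole cause there. Conventional knockout calls (7749) became 4835 with the stricter filter, 2240 with a 1.5-fold minimum and 3282 at 10 CPM. Regulatory knockout calls (1246) became 2010 with DESeq2, 313 with only those groups, 253 at 0.01, 57 with a 1.5-fold minimum, 4638 with T cell gene scaling, and 439 (without KO regulatory replicate 3) to 1974 (without WT regulatory replicate 3) when 1 library was left out. The difference of effects (3393) became 1425 at 0.01, 919 with a 1.5-fold minimum, 940 with T cell gene scaling and 1339 at 10 CPM. Cell type calls became 5961 (WT) and 4665 (KO) with a 1.5-fold minimum, and 6531 and 6384 at 10 CPM. Shared calls (813, Coro1a left out) became 1303 with DESeq2, 170 at 0.01 and 2599 with T cell gene scaling. They became 537 at 10 CPM, and 317 to 1164 with 1 library left out. List calls became 0 in all 5 comparisons with an estimated correlation. That held even for regulatory core genes between cell types in WT (median 3.19), so this setting does not tell lists apart. With fry they were 32 instead of 30 in conventional and 16 instead of 20 in regulatory cells. They were 30 instead of 29 for the difference of effects, and 31 instead of 21 within WT and 19 within KO. Coro1a in KO conventional cells was 49.0 CPM without TMM factors. Of 110 values of named genes, each in the comparison that names it, T cell gene scaling turned 9 called ones: in conventional cells Evl 0.16, Stim1 0.0724 and Cd3e 0.0279, in regulatory cells Fyn 0.0775, Cd84 0.22, Ezr 0.18, Akap8 0.17, Rcan3 0.00848 and Ppp3r1 0.34. Since it moved the median of all genes to 0.52 and 0.53 in these comparisons, values a little below 0 turn by that shift, which says nothing of the single genes. It also turned 5 values that were not called (in regulatory cells Il2ra, Cd4, Cd3e and Cd8a at 0.32, 0.27, 0.0982 and 0.26, in conventional cells Ighm at 0.53), and called Coro1c and Coro2b in regulatory cells. It ended the call of 11 others and left 83 with the same call and sign. RLE factors and the replicate block changed no call among these values. Of the differences of effects called for named genes, 33 of 41 lower and 5 of 14 higher ones kept their call with T cell gene scaling, and 38 and 13 with the replicate block. With 1 library left out, the calls of 40 of 41 named conventional and 25 of 29 regulatory values were kept, and 0 changed sign. Replicate numbers showed no clear pairing: 4 of 18 same-number correlations exceeded 0.1 (-0.518 to 0.176), and 4 of 12 libraries correlated best with their own number. Weak correlations do not exclude pairing, and sex as read matched by number between the WT and KO conventional libraries. With that number as a replicate block, calls were 7279, 856, 2753, 11244 and 10478; as a replicate block within genotype, 2567, 11062 and 10287.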

Other observations

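Antigen receptor segments were counted apart from other genes. Of 224 immunoglobulin segments tested, 107 were higher and 0 lower in KO than WT conventional cells, 1 and 20 in KO than WT regulatory cells, and 0 and 111 for the difference of effects. Between cell types 224 were higher in WT regulatory and 218 in KO regulatory cells, and 0 lower in both. Of 165 T cell receptor segments, 18 were higher and 49 lower with the knockout in conventional cells, 1 and 9 in regulatory cells, and 0 and 9 for the difference of effects. Between cell types 5 were higher and 121 lower in WT, and 1 and 117 in KO. The cause was not tested.

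Reads of Xist and of Y-linked genes showed conventional replicates 1 and 2 to be of female and replicate 3 of male origin in both genotypes. WT regulatory replicate 3 held 764 CPM of Xist and 20.2 CPM of Y-linked genes, and KO regulatory replicate 1 held 576 and 61.2 CPM. Without these libraries 1193 genes were called for the knockout in regulatory cells.

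The test of genes near Coro1a was chosen after the result was seen. Within 5 Mb of Coro1a, itself left out, 13 of 140 genes (9.29%) were called in the same direction in both cell types. Elsewhere 5.07% were (Fisher's exact p = 0.0323, two-sided). Taken singly neither comparison passed: 55.0% of the genes near Coro1a against 48.6% elsewhere were called in conventional cells (Fisher's exact p = 0.149), and 12.1% against 7.78% in regulatory cells (Fisher's exact p = 0.0789). 1 of the 13 is the pseudogene Gm6939, which lies 0.00974 Mb from Coro1a and had 43 summed counts in WT and 1 in KO conventional libraries, and 19 and 0 in regulatory ones. Without it 12 of 139 were called (8.63%, Fisher's exact p = 0.0765). The share thus stayed above the 5.07% elsewhere, but the test no longer passed. The excess is therefore not established without this gene, which the deletion itself may reach. Alleles carried along with the targeted locus stay open as an explanation, and effects of the deletion on its neighbours were not tested.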
